# Merlin deficiency alters the redox management program in breast cancer

**DOI:** 10.1002/1878-0261.12896

**Published:** 2021-02-01

**Authors:** Mateus Mota, Brandon J. Metge, Dominique C. Hinshaw, Heba A. Alsheikh, Dongquan Chen, Rajeev S. Samant, Lalita A. Shevde

**Keywords:** breast, DUOX, merlin, NOX, NRF2, ROS

## Abstract

The expression of Merlin tumor suppressor protein encoded by Neurofibromin 2 (*NF2*) gene is remarkably decreased in metastatic breast cancer tissues. In order to recapitulate clinical evidence, we generated a unique, conditional *Nf2*‐knockout (*Nf2^−/−^*) mouse mammary tumor model. Merlin‐deficient breast tumor cells and *Nf2^−/−^* mouse embryonic fibroblasts (MEFs) displayed a robustly invasive phenotype. Moreover, *Nf2^−/−^* MEFs presented with notable alterations in redox management networks, implicating a role for Merlin in redox homeostasis. This programmatic alteration resonated with pathways that emerged from breast tumor cells engineered for Merlin deficiency. Further investigations revealed that *NF2*‐silenced cells supported reduced activity of the Nuclear factor, erythroid 2 like 2 antioxidant transcription factor, concomitant with elevated expression of NADPH oxidase enzymes. Importantly, mammary‐specific *Nf2^−/−^* in an Mouse mammary tumor virus Neu + murine breast cancer model demonstrated accelerated mammary carcinogenesis *in vivo*. Tumor‐derived primary organoids and cell lines were characteristically invasive with evidence of a dysregulated cellular redox management system. As such, Merlin deficiency programmatically influences redox imbalance that orchestrates malignant attributes of mammary/breast cancer.

**Abbreviations**
DUOX: Dual oxidase
GCLC: Glutamate‐cysteine ligase catalytic subunit
GCLM: Glutamate‐cysteine ligase modifier subunit
GSH: reduced glutathione
MEF: Mouse embryonic fibroblast
MMTV: Mouse mammary tumor virus
NADPH: Reduced nicotinamide adenine dinucleotide phosphate
NEU: erb‐b2 receptor tyrosine kinase 2
NF2: Neurofibromin 2
NOX: NADPH oxidase
Nrf2: Nuclear factor, erythroid 2 like 2
ROS: Reactive oxygen species
SOD: Superoxide dismutase

## 1 Introduction

The cytoskeleton‐associated Merlin tumor suppressor, encoded by the Neurofibromin 2 (*NF2)* gene, is critically involved in sensing cell–cell contact and bringing about contact‐dependent inhibition of growth. Merlin functions as a scaffold‐like protein that localizes at the cell cortex enabling Merlin to integrate extracellular information to ultimately modulate cellular behavior. *NF2‐*inactivating mutation is a hallmark of Neurofibromatosis type 2 neurological condition. Moreover, low incidence of *NF2* loss‐of‐function mutation also occurs in malignant tumors [1, 2, 3].

We and others have shown that breast cancer is not associated with any significant mutations and transcript‐level alterations in the *NF2* gene [4, 5, 6]. Despite this, we found that Merlin protein levels are significantly reduced in metastatic breast cancer tissues irrespective of the breast cancer subtype. Mechanistically, we demonstrated that Merlin is post‐translationally modified, marking it for ubiquitin‐mediated proteasomal degradation [6]. This frames Merlin as a potentially important regulator of malignant attributes. In order to assess cellular and molecular outcomes of Merlin loss that may contribute to advanced disease, we recapitulated Merlin deficiency in nonmetastatic breast cancer cells. To overcome the challenge of embryonic lethality of a total *Nf2*‐knockout [7], we have generated a unique mammary‐specific *Nf2*‐knockout mouse mammary tumor model. Using an unbiased global transcriptomics approach, we identified that Merlin deficiency programmatically alters a redox management signature, characterized by elevated levels of cellular reactive oxygen species (ROS).

Low‐to‐intermediate levels of ROS can act as second messengers altering protein functions and regulating signaling pathways [8, 9, 10, 11, 12]. In cancer, ROS can reversibly inactivate tumor suppressor proteins, such as phosphatase and tensin homolog [8, 13, 14]; on the other hand, oxidation by ROS can also activate Src family, Ras, and receptor tyrosine kinase (RTK) [11, 12]. Therefore, ROS have become a subject of extensive investigations for supporting tumorigenesis and tumor progression. There is a well‐coordinated antioxidant system to ensure ROS maintenance under a tolerable threshold. Nuclear factor erythroid 2‐related factor 2 (Nrf2) has a key role in the activation of detoxification‐ and antioxidant‐related genes, including those involved in the synthesis and regeneration of reduced glutathione (GSH), the most abundant antioxidant cofactor [15, 16, 17].

In the current study, we have identified that Merlin deficiency disables the redox management system marked by a redox production system in hyperdrive, and an under‐functioning Nrf2 antioxidant system, leading to elevated cellular ROS accumulation. This presents a potentially novel mechanism whereby Merlin keeps ROS levels in check, suppressing tumor formation and progression. This highlights a heretofore unknown mechanism by which Merlin restrains malignant attributes of breast cancer.

## 2 Materials and methods

### 2.1 Human cell lines

MCF7 (ATCC, Manassas, VA, USA) and MCF10AT (Karmanos Cancer Center) cell lines were stably knocked down for *NF2,* generating MCF7 KD and MCF10AT KD, respectively, and cultured as previously described [6, 18]. SUM159 cell lines (Asterand Biosciences, Detroit, MI, USA) were stably restored for *NF2* by transducing pLV‐CMV‐NF2‐GFP‐2A‐Puro lentiviral particles (Capital Biosciences, Gaithersburg, MD, USA) and cultured as previously described [6, 18]. The cell lines T47D and BT474 knocked out for *NF2* were acquired from Synthego, Redwood City, CA, USA and named T47D KD and BT474 KD, respectively. The T47D pair was cultured in RPMI 1640 medium (Thermo Fisher, Grand Island, NY, USA) + 10% heat‐inactivated FBS (Thermo Fisher) + 10 µg·mL^−1^ insulin (Sigma‐Aldrich, St. Louis, MO, USA). The BT474 pair was cultured in RPMI 1640 + 20% heat‐inactivated FBS + 10 µg·mL^−1^ human insulin.

### 2.2 Mouse embryonic cell line generation

*Nf2^fl/fl^* mice (BALB/c) were procured from Riken BioResource Research Center (Tsukuba, Ibaraki, Japan). The strain background was back‐crossed onto pure FVB background in the Animal Facility of the University of Alabama at Birmingham (UAB) in accordance with the guidelines of the IACUC. This was confirmed by genome scanning service by Jackson Laboratory (Bar Harbor, ME, USA). Mouse embryonic fibroblasts (MEFs) were harvested from pregnant *Nf2^fl/fl^* mouse on day 13 (d.13), dissociated into a single‐cell suspension, immortalized with SV40 large T antigen Purified Lentifect Lentiviral Particles (GeneCopoeia, Rockville, MD, USA), and transduced with vector‐control CMV‐GFP lentivirus or CMV‐Cre GFP lentivirus (puro) (Cellomics Technology, Halethorpe, MD, USA), generating MEF *Nf2^fl/fl^* or MEF *Nf2^−/−^,* respectively.

### 2.3 Mouse models

*Nf2^fl/fl^* and mouse mammary tumor virus (MMTV) Neu (FVB/N‐Tg(MMTVneu)202Mul/J, stock no: 002376) mice (Jackson Laboratory) were maintained and crossed to generate *Nf2^fl/fl^* MMTV Neu mice in the Animal Facility of UAB in accordance with the guidelines of the IACUC. This was confirmed by amplification of genomic DNA from tail clips by PCR.

*Nf2^fl/fl^* MMTV Neu mice went through one pregnancy, and litter were weaned 7 days after birth. Following 7 days postweaning, mice were anesthetized in a container with oxygen/isoflurane flow and placed on an illuminated stereoscope with the snout positioned into constant oxygen/isoflurane flow tube. Intraductal injection was performed based on Krause *et al*. method [19]. 3.6 × 10^7^ TU vector‐control CMV‐GFP lentivirus or CMV‐Cre GFP lentivirus (puro) (Cellomics Technology) were intraductally injected into the inguinal mammary glands to generate control *Nf2^fl/fl^* MMTV Neu+ or mammary‐specific *Nf2^−/−^* MMTV Neu+, respectively. The efficiency of the intraductal injection technique was examined by intraductally injecting PBS with 0.2% Evans blue dye, enabling visualization of the mammary ductal tree. Mice were monitored for tumor latency every other day. When tumors reached ~ 12 × 12 mm, mice were euthanized in a CO_2_ chamber and tumor harvested.

### 2.4 RNA sequencing analysis

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) per manufacturer's protocol. Preparation of cDNA libraries, sequencing using next generation sequencing platform, and analysis and interpretation of resultant data were performed by GENEWIZ, South Plainfield, NJ, USA. The datasets used and/or analyzed have been deposited at the Gene Expression Omnibus (GEO) under the accession number GSE157677. Heatmaps for RNA sequencing data were generated using Morpheus (https://software.broadinstitute.org/morpheus). Data were adjusted using one plus log 2, and then, a Marker‐2 selection (*t*‐test) was performed to generate the top and bottom 100 most significantly altered genes. These genes were then run separately through the GSEA Molecular Signature Database (MSigDB) to generate significantly altered upregulated and downregulated pathways [20, 21]. Specifically, GO Pathway signatures (Biological Processes, Molecular Function, and Cell Component) and oncogenic pathway signatures were selected for analysis. Relevant, significantly altered pathways are reported in tables. To generate the network figures, respective RNA‐sequencing datasets were narrowed down to reflect metabolism‐related genes. This was based off of metabolism‐related pathways in the KEGG and PANTHER databases. Metabolism‐relevant genes were analyzed using NetworkAnalyst [22, 23, 24]. Relevant pathways are depicted as network figures with corresponding tables containing relevant gene lists and pathway *P*‐values.

### 2.5 NQO1 luciferase reporter assay

NQO1‐ARE luciferase reporter plasmid was donated by M. Fishel from the Indiana University—School of Medicine. 2 × 10^4^ cells were seeded in 96‐well plates and transfected with 5, 10, or 100 ng of NQO1‐ARE luciferase reporters using Lipofectamine 2000 Transfection Reagent (Invitrogen, Carlsbad, CA, USA) or FuGENE 6 Transfection Reagent (Promega, Madison, WI, USA) (conditions cell line‐dependent). The assay was terminated 30 h post‐transfection and read according to the Luciferase Assay System (Promega) in a GloMax 20/20 luminometer.

### 2.6 Oxidative Stress RT^2^ Profiler PCR Arrays

A panel of oxidative stress‐associated genes was analyzed by an RT^2^ Profiler PCR Array for Human Oxidative Stress or Mouse Oxidative Stress and Antioxidant Defense (Qiagen). Total RNA was harvested as above, genomic DNA was eliminated, and cDNA synthesized according to the RT^2^ First Strand Kit protocol (Qiagen). The array was run on an ABI StepOnePlus (Thermo Fisher) thermocycler using RT^2^ SYBR Green ROX qPCR Mastermix (Qiagen). Data were analyzed in the GeneGlobe Data Analysis Center (Qiagen; https://geneglobe.qiagen.com/us/analyze/). Pro‐oxidant and antioxidant scores were calculated by summing the fold change expression values of selected genes in *NF2*‐silenced or restored cells compared to their controls.

### 2.7 Quantitative RT‐PCR

Total RNA was harvested as above and cDNA synthesized using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Vilnius, Lithuania) per manufacturer's protocol. Human and mouse primer probes to query the gene expression of *NF2*, *NOX4*, *DUOX1*, *DUOX2*, *GCLC*, *GCLM*, and *β‐ACTIN* were acquired from Thermo Fisher, and quantitative RT‐PCR was performed with the TaqMan Fast Advanced Master Mix reagent (Applied Biosystems) on an ABI StepOnePlus (Thermo Fisher) thermocycler. Data were analyzed by the 2^−∆∆Ct^ method.

### 2.8 Immunoblotting

Whole cell protein lysates were obtained by lysing cells with RIPA lysis buffer (Millipore, Darmstadt, Germany) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher). Protein lysates were immunoblotted overnight using the following primary antibodies from Cell Signaling Technology (Danvers, MA, USA): Nrf2 (#12721), Keap1 (#8047), Superoxide dismutase (SOD)1 (#4266), Merlin (#12888); Novus Biologicals (Centennial, CO): Nox4 (#NB110‐58849) and Duox2 (#NB110‐61576); and GeneTex (Irvine, CA): Duox1 (#GTX119160). Rabbit IgG HRP‐linked whole antibody (from donkey) and mouse IgG HRP‐linked whole antibody (GE Healthcare, Marlborough, MA) were used as secondary antibodies and β‐actin (Sigma‐Aldrich #A3854) as loading control. Signal was detected by ECL Prime or Select Western blotting Detection Reagents on an Amersham Imager 600 (GE Healthcare). Immunoblot bands were quantified by alpha ease software (Alpha Ease FC, Santa Clara, CA).

### 2.9 ROS assay

ROS levels were assessed by following the instructions of the DCFDA/H2DCFDA‐ Cellular ROS Assay Kit (Abcam, Cambridge, UK) or Cellular ROS assay kit (Deep Red) (Abcam). When applicable, cells were treated with 10 mm l‐Glutathione Reduced (Tocris, Bristol, UK) for 18 h before ROS measurement. Ultra pure water was used vehicle control. Fluorescence was measured by the BD Accuri™ C6 Plus flow cytometer (BD Biosciences, San Jose, CA, USA) using the FITC or APC channels.

### 2.10 Transwell invasion assay

Cells were pretreated with 10 mm l‐Glutathione Reduced (Tocris) or ultra pure water as vehicle control for 18 h, followed by seeding in serum‐free growth medium in BioCoat Matrigel Invasion Chambers (Corning, Bedford, MA, USA). Serum‐free growth medium containing 10 µg·mL^−1^ of fibronectin was added to the bottom of each well where the invasion chambers were inserted. After incubation in 5% CO_2_ incubator at 37 °C for 16 h, cell‐seeded invasion chambers were fixed with 4% paraformaldehyde for 10 min at RT, stained with 0.1% crystal violet/10% EtOH for 10 min at RT, and rinsed with deionized water. Images of four random fields on each of two chambers for each condition were visualized by Nikon Eclipse E200 and photographs of inserts captured using the 10× objective of the DS‐L4 microscope system (Nikon, Tokyo, Japan). Area of invaded cells was measured by imagej (ImageJ.NIH.gov/IJ/Index.html).

### 2.11 3D culture assay

A suspension of 5 × 10^3^ cells in growth media supplemented with 2% 3D Culture Matrix Reduced Growth Factor Basement Membrane Extract (R&D Systems, Minneapolis, MN, USA) was seeded in precoated chamber cover glass slide (Millipore, Ireland) with undiluted 3D Culture Matrix Reduced Growth Factor Basement Membrane Extract (R&D Systems). The seeded cells were incubated in 5% CO_2_ at 37 °C with media replaced every other day; when treated with l‐Glutathione Reduced, media were replaced every day. When acini‐like structures were formed, cells were washed with PBS, fixed with 2% paraformaldehyde + 0.1% glutaraldehyde in PBS for 30 min, permeabilized with 0.1% Triton‐X‐100 for 15 min, and blocked with 5% BSA 0.1% Triton‐X‐100 in PBS for 1 h at room temperature (RT). Cells were labeled with anti‐laminin‐5 (γ2 chain) antibody, clone D4B5 (Millipore #MAB19562) overnight followed by secondary antibody incubation with goat anti‐mouse IgG1 cross‐adsorbed secondary antibody, Alexa Fluor 594 (Invitrogen, Eugene, OR, USA) for 1 h at RT. Nuclei were stained with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories, Burlingame, CA, USA). Acinar morphology was captured using the 20× objective of Nikon Eclipse Ti‐U microscope (Nikon).

### 2.12 Vinculin/F‐actin immunofluorescence

Cells were seeded on a poly‐l‐lysine‐coated cover slip (Corning). After 48 h under 5% CO_2_ at 37 °C incubation, the cells were fixed with 4% paraformaldehyde for 30 min and permeabilize with 2% Triton‐X‐100 for 15 min at RT. Blocking with 5% BSA + 2% Triton‐X‐100 for 1 h at RT was followed by co‐incubation with Alexa Fluor 594 Phalloidin (Thermo Fisher) and monoclonal anti‐vinculin antibodies (Sigma‐Aldrich) for 1 h at RT. Then, cells were washed 3× with PBS and incubated with goat anti‐mouse IgG (H + L) cross‐adsorbed secondary antibody, Alexa Fluor 488 (Invitrogen, Eugene) for 1 h at RT. After 3× washes with PBS, the cover slip was mounted on a slide with VECTASHIELD antifade mounting medium with DAPI. Images were acquired on Nikon Eclipse Ti‐U using the 40× objective.

### 2.13 Immunohistochemistry

Sections from paraffin‐embedded tissue were deparaffinized and rehydrated through passages in xylene and graded EtOH. Heat‐induced antigen retrieval was performed in boiling sodium citrate buffer for 5 min, followed by incubation with Dual Endogenous Enzyme Block (Dako, Carpinteria, CA, USA) for 15 min. Following 10‐min wash with Tris‐buffered NaCl solution supplemented with 0.01% Triton‐X‐100, tissues were blocked with 3% goat serum for 40 min and incubated with NF2/Merlin Antibody (Novus Biologicals # NBP1‐33531) or HNE‐Michael Adducts (Millipore #393207) overnight in 4 °C. After washing, EnVision + System‐ HRP Labelled Polymer Anti‐Rabbit (Dako) was applied for 40 min at RT. For antibody visualization, tissues were incubated with Liquid DAB + Substrate Chromogen System (Dako) for 7 min and counterstained with Harris Hematoxylin (Surgipath; diluted 1 : 2 in tap water). After tissue dehydration, slides were mounted in Cytoseal (Thermo Scientific) with coverslips. Images were visualized by Nikon Eclipse E200 and captured using the 40× objective of the DS‐L4 microscope system (Nikon). The immunostaining score was based on the method described on Frolova *et al*. [25].

### 2.14 Clinical database

For survival analysis, patient's microarray data for 683 breast cancer primary tumors [26] were accessed from public data portal (https://xenabrowser.net) June 2020. Normalized microarray data were used as NF2 gene expression values, and the median was used to classify samples into high and low expression groups for distant metastasis‐free survival analysis. A Kaplan–Meir curve was generated and log‐rank test applied. Patient's protein data measured by reverse‐phase protein array for 887 breast cancer primary tumors (cohort: Invasive Carcinoma TCGA, Firehouse Legacy) were accessed from public data portal (https://www.cbioportal.org) in August 2020. Data were extracted for analysis, and NF2 protein expression was examined in correlation of Neoplasm Disease Lymph Node Stage American Joint Committee on Cancer Code. Another cohort of 747 breast cancer primary tumors from TCGA Breast Cancer—BRCA was accessed from public data portal (https://xenabrowser.net) in August 2020. Data were extracted for analysis, and NF2 protein expression was examined in correlation of axillary lymph node stage (Pathological_N). One‐way ANOVA and Tukey *post hoc* tests were applied for statistical analysis, using graphpad prism version 8 (GraphPad Software, La Jolla, CA, USA). Comparisons were considered statistically significant for *P*‐value < 0.05.

### 2.15 Statistical analysis

An unpaired Student's *t*‐test was applied for statistical analysis, unless otherwise mentioned, using graphpad prism version 8. Comparisons were considered statistically significant for *P*‐value < 0.05. Error bars represent ± SEM.

## 3 Results

### 3.1 Merlin deficiency modulates a redox signaling signature

In order to evaluate a role for Merlin in the context of normal biology, we harvested embryonic fibroblasts from *Nf2^fl/fl^* female mice and immortalized these MEFs with SV40 large T antigen lentiviral particles. We stably transduced these MEFs with either Cre‐expressing lentivirus to knockout *Nf2 (*MEF *Nf2^−/−^)* or control empty vector (MEF *Nf2^fl/fl^*) (Fig. 1A). 

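RNA sequencing gave 3 libraries labelled MEF Nf2fl/fl and 3 labelled MEF Nf2-/-. The cells are mouse embryonic fibroblasts that carry Nf2 alleles flanked by loxP sites, in which Cre recombinase removes the flanked part of the gene. The paper gives day 13 of gestation for the embryos, while the sample labels give day 14 and add 24 h in serum-free medium. Libraries, sequencing and data analysis were made by GENEWIZ. The authors deposited 1 value per gene and library for 26231 genes. The paper's text does not name the unit, the aligner or the genome build. In genes with few reads, the deposited values multiplied by exon length mostly came in whole multiples of a single step per library (79.0% to 81.3% of the values of up to 20 reads), which is how reads scaled to exon length and library size (RPKM) behave, and they are called RPKM here. That step puts the depth at 13462403, 18964926 and 61238737 reads for MEF Nf2fl/fl replicates 1, 2 and 3, and at 18088655, 19288132 and 73093048 reads for the libraries labelled MEF Nf2-/- replicates 1, 2 and 3. Replicate 3 of each line, marked 2018 in the labels, was therefore the deepest, and 3457 and 3156 genes were listed at 0 there, against 6376 to 6858 genes in the other libraries. Genes with at least 1 RPKM in at least 3 libraries were tested, 11067 in all, with limma on log2(RPKM + 1), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Fold changes are on that log2(RPKM + 1) scale, which understates the change of genes with low values. The first principal component of these genes held 50.31% of the variance and set replicate 2 apart from replicates 1 and 3 in both lines. The next component held 32.75% and set the lines apart.

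**Figure D1:**
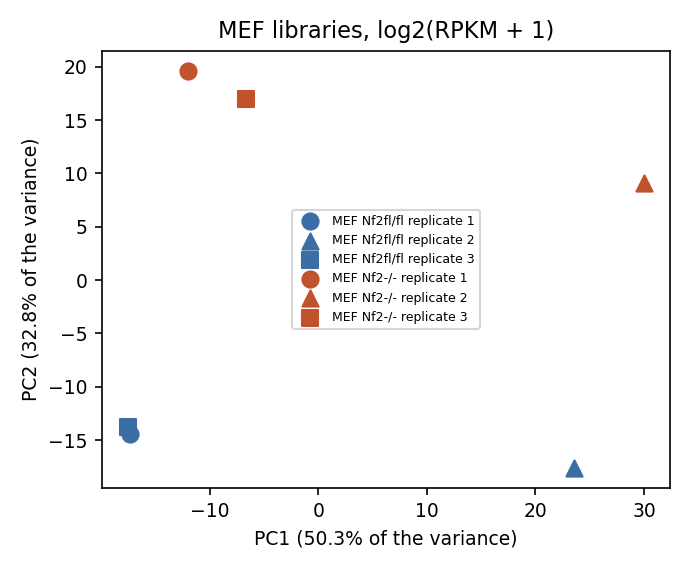
Each point is 1 of the 6 MEF libraries, placed by its scores on the first principal components of log2(RPKM + 1), with 50.31% of the variance on the horizontal axis and 32.75% on the vertical axis. Colour gives the line and shape the replicate number. Replicate 2 of both lines lies to the right, at 23.58 and 30 on the horizontal axis, and the other libraries lie between -17.54 and -6.67.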

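Nf2 itself lies on chromosome 11 of GRCm38, minus strand, from 4765845 to 4849536 in the GENCODE vM21 annotation. Its value was 14.3, 13.7 and 13.1 RPKM in MEF Nf2fl/fl replicates 1, 2 and 3, with a mean of 13.7 ± 0.583 (SD, n = 3). In the libraries labelled MEF Nf2-/- it was 15.4, 12.9 and 13.9 RPKM, with a mean of 14.1 ± 1.27 (SD, n = 3). The log2 fold change was 0.033 (standard error 0.096, adjusted p = 0.987 from limma), less than the spread between replicates, and the lines overlapped (exact permutation test, two-sided, p = 0.8, where the smallest p that 3 against 3 libraries allow is 0.1). Without the library labelled MEF Nf2-/- replicate 1 the log2 fold change was -0.030, and without replicate 1 of both lines -0.0015. Nf2 RNA was thus not lower in the libraries labelled MEF Nf2-/-. The table holds a single value for the whole gene and none for its exons. Every direction given for the lines follows the sample labels, which the Nf2 values do not separate.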

In order to characterize alterations in gene expression as a result of *Nf2* loss, we sequenced the transcriptome of these MEFs (Fig. S1A). This revealed prominent alterations in metabolism‐related pathways. 

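Between the libraries labelled MEF Nf2-/- and MEF Nf2fl/fl, 117 of the 11067 genes passed the threshold, 53 of them higher and 64 lower in the libraries labelled MEF Nf2-/-. Their median absolute log2 fold change was 1.17. Same-numbered replicates deviated together, and with the replicate number as a block 833 genes passed, 331 higher and 502 lower, including all 117. With the threshold kept, the unblocked number moved most when replicates were left out. Without replicate 1 in both lines 0 genes passed (578 at an unadjusted p under 0.05), without replicate 3 also 0 (556 at an unadjusted p under 0.05), and without replicate 2 the number was 484. In 1673 genes, or 15.1%, the 3 libraries of either line lay entirely above those of the other. Chance gives 10% for libraries independent of each other, which same-numbered replicates were not, so 10% is no exact reference here.
Among genes with a mean of at least 5 RPKM, the largest rise was that of Npr3, from 10.5 ± 0.920 to 68.6 ± 12.3 RPKM (SD, n = 3 each), a log2 fold change of 2.58 (standard error 0.15, adjusted p = 0.00392 from limma). It was followed by Jag1, Arxes2, Plscr2 and Tgm2, with log2 fold changes of 2.10, 2.07, 2.05 and 2.03. The largest fall was that of Crabp1, from 104 ± 37.3 to 2.53 ± 2.20 RPKM (SD, n = 3 each), a log2 fold change of -5.01 (standard error 0.47, adjusted p = 0.0129 from limma). H19, Col6a3, Spp1 and Grem1 came next, with log2 fold changes of -3.63, -3.27, -2.65 and -2.45.
Metabolism genes were taken from the Reactome set of that name, which has 1535 genes, 1341 of them in the table and 972 tested. Of these, 18 passed the threshold (1.85%), 6 higher and 12 lower, against 99 of the other 10095 genes (0.981%). The odds ratio was 1.91 (95% confidence interval 1.08 to 3.19, Fisher's exact test, two-sided, p = 0.0196). Genes are not independent of each other, so this p describes these libraries. The excess was not seen with the replicate block, under which 80 metabolism genes (8.23%) and 753 other genes (7.46%) passed, an odds ratio of 1.11 (Fisher's exact test, p = 0.373).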

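A list of glutathione transferase genes has 28 genes, of which 26 have a value and 12 passed the filter on low values. Of the 12, 8 were lower in the libraries labelled MEF Nf2-/-, with a median log2 fold change of -0.23. As a set the list did not pass the threshold (limma's camera with a preset correlation, adjusted over 6 lists, p = 0.122). Leaving out MEF Nf2fl/fl replicate 2 moved this most, to an adjusted p of 0.00101 by limma's camera. Leaving out the library labelled MEF Nf2-/- replicate 2 gave 0.761 and turned the median to 0.053. Either step unbalances replicate 2, in which the list was lower than in replicates 1 and 3 (median log2 difference -0.496, adjusted p = 0.000702 from limma's camera). Without replicate 2 of both lines the median was -0.197 and the list passed (adjusted p = 0.0366 from limma's camera). Without replicate 1 or replicate 3 of both lines the list did not pass (0.123 and 0.110). Over all genes tested 0 of the 12 genes passed (3 at an unadjusted p under 0.05), and 1, Gsto2, passed when adjusted over the list alone. With the replicate block 4 passed when adjusted over the list alone, and 3 over all genes tested, Gsto2, Gsta4 and Mgst3, the last pair chosen after their values were seen. The antioxidant activity list has 33 tested genes, 18 lower and 15 higher, with a median log2 fold change of -0.040 (0.001 with a filter of 5 RPKM) and, as a set, an adjusted p of 0.122 by limma's camera (0.0229 without the library labelled MEF Nf2-/- replicate 3). Ptgs1 passed over all genes tested, and Ptgs1 and Gsto2 passed when adjusted over the list alone. With the replicate block 6 of the 33 passed, over all genes tested and adjusted over the list alone. Most of the 6 over all genes tested were lower, but not all. No list passed under limma's fry or with an estimated correlation.
Gsta1, on chromosome 9 from 78230656 to 78242684, was under the filter. Its value was 0.926, 0.441 and 0.845 RPKM in MEF Nf2fl/fl and 0.289, 0.271 and 0.129 RPKM in the libraries labelled MEF Nf2-/-, on 5 to 49.5 reads per library. The 2 groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). Of the 31-base stretches of its transcripts, 92.9% also occur in other genes, most of them in Gsta2, so its reads cannot be assigned with certainty. Gsto2, on chromosome 19 from 47865534 to 47886324, fell from 1.32 ± 0.257 to 0.383 ± 0.0359 RPKM (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.12, adjusted p = 0.0559 from limma, 0.0191 with the replicate block). Ptgs1, on chromosome 2 from 36230426 to 36252272, fell from 5.56 ± 0.374 to 0.804 ± 0.148 RPKM (SD, n = 3 each), a log2 fold change of -1.86 (standard error 0.11, adjusted p = 0.00392 from limma).

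**Figure D2:**
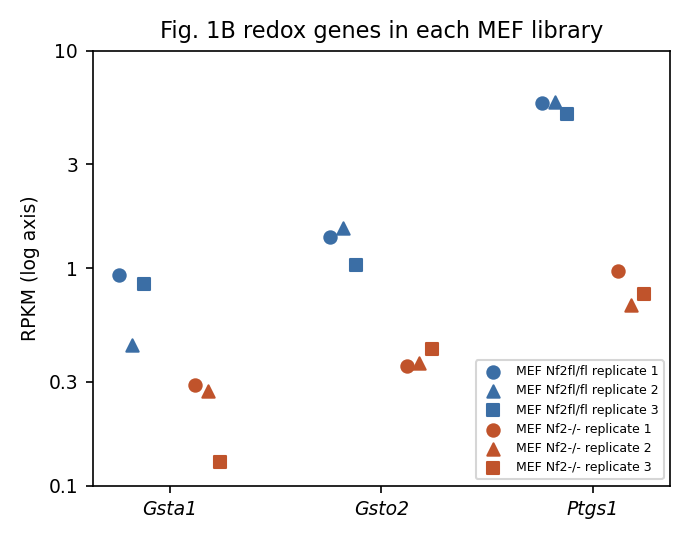
RPKM of Gsta1, Gsto2 and Ptgs1 in each of the 6 MEF libraries, on a log axis, with a point per library, colour for the line and shape for the replicate number. In each gene the 3 libraries labelled MEF Nf2-/- lie under the 3 of MEF Nf2fl/fl, and the Gsta1 values all lie under 1 RPKM.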

Further data inquiry through the Network Analyst platform revealed significant downregulation of signatures related to glutathione transferase and antioxidant activities (Fig. 1B). We also performed RNAseq analysis of MCF10AT breast tumor cells stably silenced for *NF2* (MCF10AT KD). Similar to *Nf2^−/−^* MEFS, MCF10AT cells deficient for Merlin showed downregulation of redox‐associated pathways compared to their control MCF10AT NT cells (Fig. S1B). These data suggest that the association between Merlin and redox mechanisms is not breast cancer system‐specific; rather it is a direct consequence of Merlin deficiency.

**Fig. 1:**
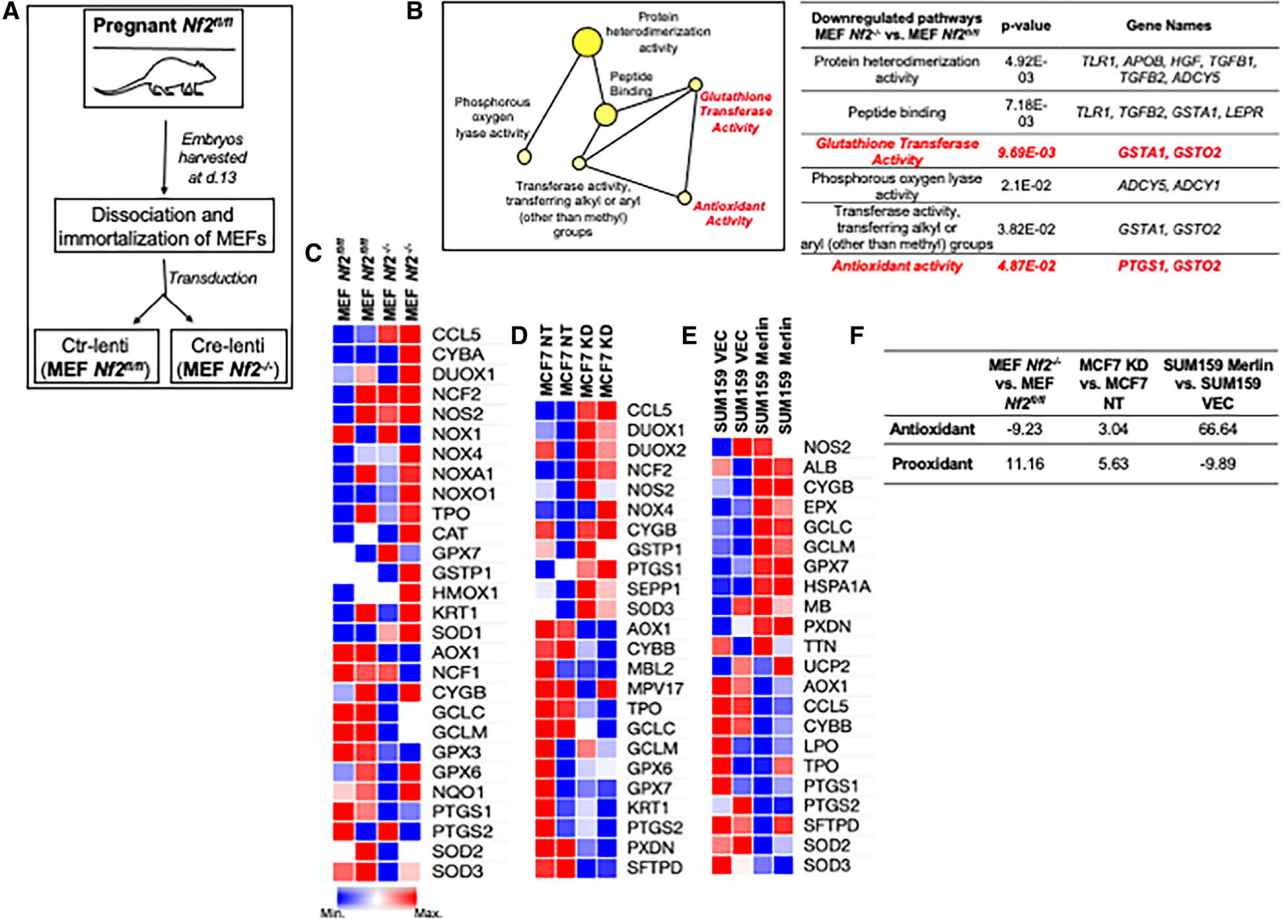
Merlin deficiency modulates a redox signaling signature. (A) MEFs were harvested from pregnant *Nf2^fl/fl^* mouse on day 13 (d.13), dissociated into single‐cell suspension, immortalized with SV40 large T antigen lentiviral particles, and transduced with vector‐control lentivirus (Ctr‐lenti) or Cre‐lentivirus (Cre‐lenti), generating MEF *Nf2^fl/fl^* or MEF *Nf2^−/−^,* respectively. (B) Glutathione transferase and antioxidant‐associated genes were downregulated in MEF *Nf2^−/−^* compared to MEF *Nf2^fl/fl^* (*n* = 3 for each group). Student's *t*‐test was applied for statistical analysis. A panel of redox‐associated genes was assessed by gene expression array, and selected genes were plotted as heatmap (*n* = 2 for each group) for (C) MEF *Nf2^fl/fl^* and MEF *Nf2^−/−^*, (D) control and *NF2*‐silenced MCF7 (MCF7 NT and MCF7 KD, respectively), and (E) control and *NF2*‐restored SUM159 (SUM159 VEC and SUM159 Merlin, respectively). (F) Antioxidant and pro‐oxidant score of MEF *Nf2^−/−^* x MEF *Nf2^fl/fl^*, MCF7 KD x MCF7 NT, and SUM159 Merlin x SUM159 VEC.

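The table in Fig. 1B lists 11 genes, 8 of which were lower in all 3 libraries labelled MEF Nf2-/- than in those of MEF Nf2fl/fl. Tgfb2, Adcy1 and Tlr1 were higher in all 3. Only 5 of the 11 passed the filter on low values. Over all genes tested, 3 passed the threshold: Ptgs1, Tgfb1 and Tgfb2. Adjusted over the list alone, all 5 tested genes passed, but the paper chose the list on these samples, so this count is not independent evidence. All 5 also passed with the replicate block. Without replicate 1 of both lines 0 passed over all genes tested (5 at an unadjusted p under 0.05), and without replicate 3 also 0 (4 at an unadjusted p under 0.05). Tgfb1 fell from 5.62 ± 0.688 to 2.08 ± 0.456 RPKM (SD, n = 3 each), a log2 fold change of -1.11 (standard error 0.14, adjusted p = 0.0302 from limma). Tgfb2 rose from 3.04 ± 0.169 to 9.56 ± 2.40 RPKM (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.17, adjusted p = 0.0301 from limma). Hgf had 2.13 ± 0.897 and 0.451 ± 0.330 RPKM (SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.27, adjusted p = 0.174 from limma, 0.0184 with the replicate block). The genes under the filter had low values in every library. Adcy1 had 0.0209 ± 0.0130 and 0.240 ± 0.0799 RPKM, Tlr1 0.0936 ± 0.0301 and 0.214 ± 0.0520 RPKM, Apob 0.116 ± 0.0379 and 0.0355 ± 0.0283 RPKM, Adcy5 0.0665 ± 0.0236 and 0.0256 ± 0.00300 RPKM, and Lepr 0.0494 ± 0.0211 and 0.00770 ± 0.000300 RPKM, in MEF Nf2fl/fl and in the libraries labelled MEF Nf2-/- (SD, n = 3 each). These rest on as few as 1 read in a library for Adcy1 and Lepr. Of the 31-base stretches of Tlr1, 20.0% are shared with other genes, most with Tlr6. When the tested genes were ranked by the t statistic of the paper's methods, Tgfb1, Gsto2 and Ptgs1 were among the bottom 100 and Tgfb2 among the top 100, which it left in 7 of the 9 fits without a library or a replicate number. From lower redox signatures in these MEFs and in MCF10AT cells silenced for NF2, the paper proposes that the association of Merlin with redox mechanisms is a direct consequence of Merlin deficiency.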

Redox imbalance is reflective of either decreased clearance or increased production of ROS. Thus, in order to examine the effect of Merlin deficiency in modulating the cellular redox profile, we assessed a panel of human oxidative stress‐associated genes by a quantitative PCR array comparing *NF2*‐silenced breast cancer cells MCF7 (MCF7 KD), T47D (T47D KD), and MEF *Nf2^−/−^* to their respective non‐target control transfectants MCF7 (MCF7 NT) (Fig. S1C), T47D (T47D NT) (Fig. S1D), and MEF *Nf2^fl/fl^* (Fig. S1E). Cells stably silenced for Merlin show significant alterations in antioxidant and pro‐oxidant genes [MEFs (Fig. 1C) and MCF7 (Fig. 1D)]. Moreover, silencing of *NF2* manifests as a lower magnitude of change in antioxidant genes relative to pro‐oxidant genes (Fig. 1F). Conversely, the redox profile of *NF2‐*restored SUM159 (SUM159 Merlin) and its vector control SUM159 (SUM159 VEC) (Figs 1E and S1F) showed higher magnitude of cumulative change of antioxidant genes than pro‐oxidant genes (Fig. 1F). Collectively, the data support a role for Merlin in regulating redox homeostasis in breast cancer cells.

### 3.2 ROS clearance attenuates migratory and invasive phenotypes in *NF2*‐deficient cells

Based on leads presented thus far, we surmised that loss of Merlin would alter cellular levels of ROS. In fact, Merlin‐deficient MCF7 and T47D cells show significantly greater levels of total ROS (Fig. 2A,B). In order to test if higher ROS accumulation could be a consequence of defective quenching mechanisms, we cultured cells in medium supplemented with GSH (+ GSH). Exogenous administration of cell‐permeable GSH reduced ROS levels in both, MCF7 KD (Fig. 2A) and T47D KD (Fig. 2B) breast cancer cells, suggestive of a dysfunctional ROS clearance system in context of Merlin deficiency.

**Fig. 2:**
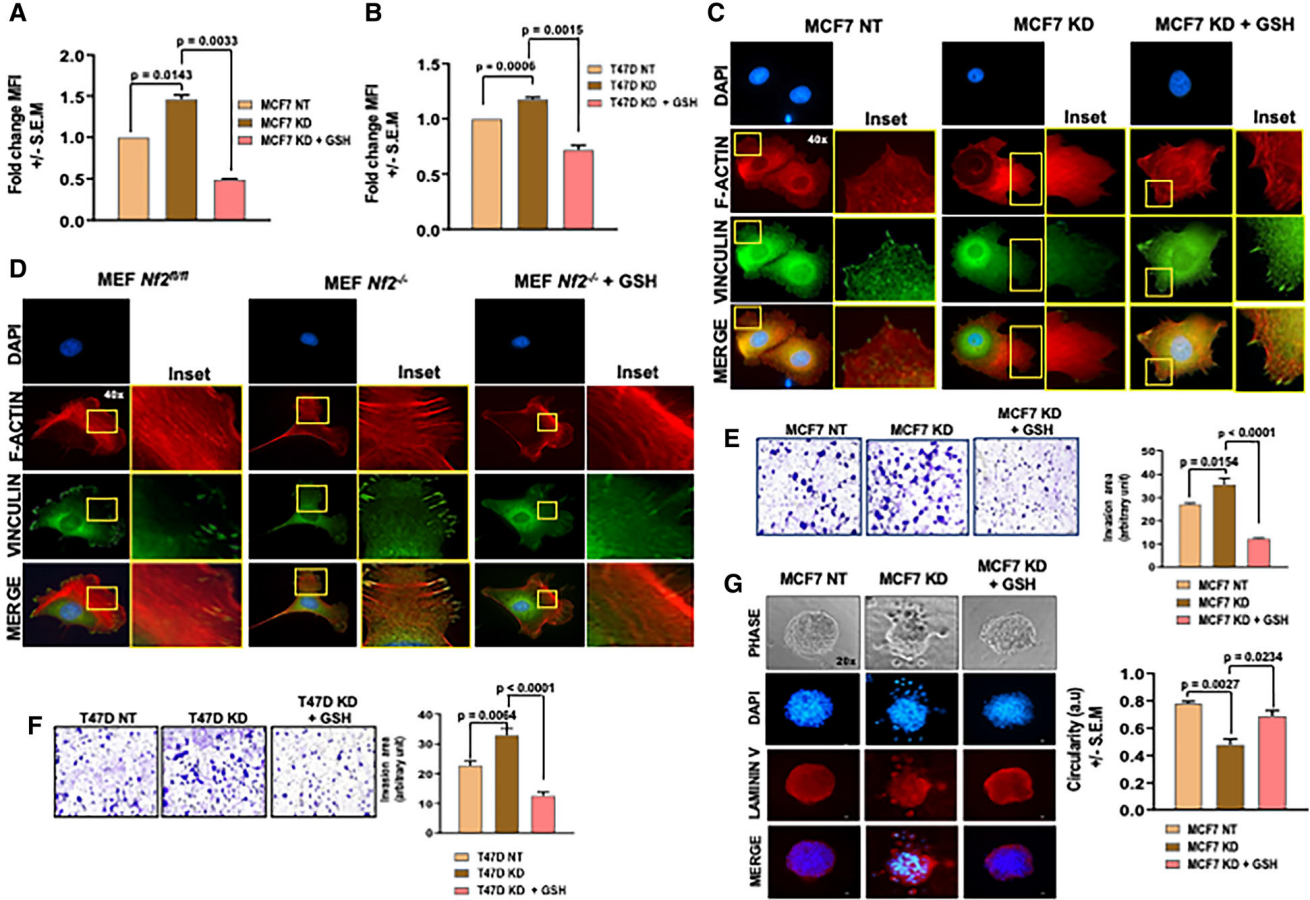
ROS clearance attenuates migratory and invasion phenotypes in *NF2*‐deficient cells. (A) MCF7 KD and (B) T47D KD cells show significantly elevated ROS levels than MCF7 NT (*P* = 0.0143) and T47D NT (*P* = 0.0006), respectively, and exogenous GSH treatment (+ GSH) reduced intracellular ROS levels in both MCF7 KD (*P* = 0.0033) and T47D KD (*P* = 0.0015) cells (*n* = 2 for each group). (C) MCF7 KD and (D) MEF *Nf2^−/−^* displayed longer and more extended lamellipodia with disorganized arrangement of actin filaments (inset) than MCF7 NT and MEF *Nf2^flfl^*, respectively; this phenotype was attenuated by +GSH. Scale bar = 50 µm. Images representative of at least three different fields of each group. Transwell invasion assay showed enhanced invasion ability of (E) MCF7 KD and (F) T47D KD compared to MCF7 NT cells (*P* = 0.0154) and T47D NT (*P* = 0.0064), respectively, and + GSH reduced invasion of both MCF7 KD (*P* < 0.0001) and T47D KD (*P* < 0.0001) cells; quantification of invasion was calculated based on images of four different fields of each group (*n* = 2) and represented as invasion area (arbitrary units). Scale bar = 100 µm. (G) MCF7 KD cells presented a breached basement membrane in contrast to an intact, circumscribed one of MCF7 NT cells when analyzed by laminin V‐stained 3D cell culture; + GSH attenuated the invasion behavior of MCF7 KD cells. Circularity of spheroids (arbitrary units) was measured based on three different 3D‐culture organoids (MCF7 KD x MCF7 NT; *P* = 0.0027) (MCF7 KD + GSH × MCF7 KD; *P* = 0.0234). DAPI was used to label nuclear DNA. Scale bar = 50 µm. Error bars represent ± SEM. Student's *t*‐test was applied for statistical analysis.

As a tumor suppressor recognized for its role in regulating proliferation, we queried the relationship between deficiency of Merlin protein and clinical attributes of breast cancer using publicly available data. Tumor tissues deficient in Merlin protein expression show greater lymph node involvement as coded by nodal status assessment from different studies (Fig. S2A,B). The ability of tumor cells to spread and invade is a key behavior associated with tumor progression and aggressiveness. Interestingly, MEF *Nf2^−/−^* cells showed an upregulated molecular signature associated with cytoskeletal rearrangement and cell motility compared to MEF *Nf2^fl/fl^* cells (Fig. S2C). 

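A list of 60 actin cytoskeleton and motility genes, all of them tested, was compared between the lines. Of these, 33 were higher and 27 lower in the libraries labelled MEF Nf2-/-, with a median log2 fold change of 0.015 and single genes between -0.60 and 0.79. The set did not pass the threshold (limma's camera, adjusted p = 0.614), and 0 of its genes passed, over all genes tested or adjusted over the list alone (6 at an unadjusted p under 0.05). With the replicate block 10 of the 60 genes passed, and 13 when adjusted over the list alone. Both higher and lower genes were among the 10. The median changed sign when the library labelled MEF Nf2-/- replicate 2 was left out, to -0.069, and the set's adjusted p without MEF Nf2fl/fl replicate 2 was 0.000835. Either step unbalances replicate 2, and without replicate 2 of both lines the set's adjusted p was 0.197 (limma's camera). In these genes replicate 2 of both lines differed from replicates 1 and 3 by more than the lines did. Tested with the line as a block, the list had a median log2 difference of 0.33 between replicate 2 and the others (limma's camera, adjusted p = 1.72e-11), and 31 of the 60 genes passed. In 46 of the 60 genes the difference between replicate 2 and the others was larger than that between the lines.

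**Figure D3:**
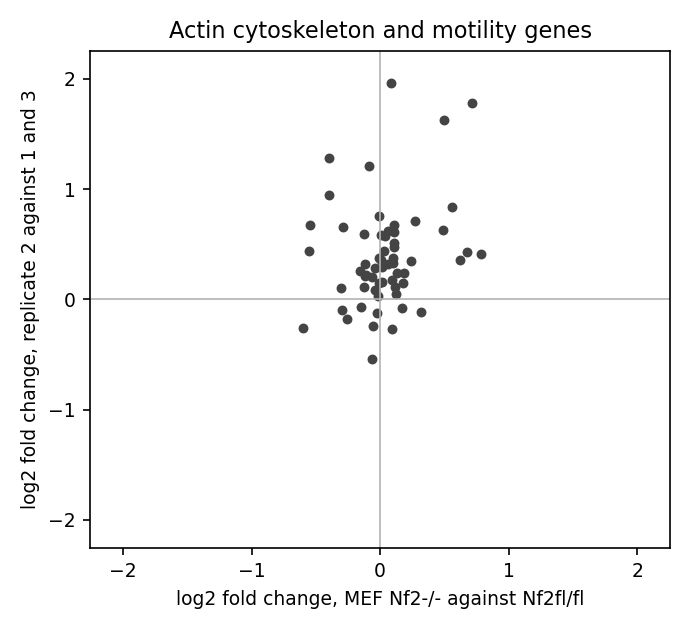
Each point is 1 of the 60 actin cytoskeleton and motility genes. The horizontal axis gives the log2 fold change between the libraries labelled MEF Nf2-/- and MEF Nf2fl/fl, and the vertical axis that between replicate 2 and replicates 1 and 3 of both lines. Line differences lie between -0.60 and 0.79, and replicate differences between -0.55 and 1.96.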

We assessed focal adhesion, an important attribute of cell migration, by staining for vinculin/F‐actin assembly. Vinculin is essential at focal adhesions, providing the mechanical force for traction and strengthening of integrin‐F‐actin linkages. While MCF7 NT (Fig. 2C) and MEF *Nf2^fl/fl^* (Fig. 2D) presented with shorter and less protruded lamellipodia, MCF7 KD (Fig. 2C) and MEF *Nf2^−/−^* (Fig. 2D) displayed longer and more extended lamellipodia, suggesting enhanced migratory capability. In addition, actin filaments are less organized in the MCF7 KD (Fig. 2C‐inset) and MEF *Nf2^−/−^* (Fig. 2D‐inset) cells compared to their controls, reaffirming the role of Merlin in arranging the cytoskeleton. Exogenous GSH reversed these cytoskeletal changes suggesting that elevated ROS levels impinge upon focal adhesions in the context of Merlin deficiency (Fig. 2C,D). Concordant with this, MCF7 KD and T47D KD cells are remarkably more invasive than MCF7 NT (Fig. 2E) and T47D NT cells (Fig. 2F), respectively, and GSH mitigates this invasiveness in KD cells. In order to evaluate the invasive properties in 3D, we cultured cells as spheroids in a 3D matrix. MCF7 NT spheroids displayed an intact basement membrane stained with laminin V and formed a circumscribed acinar structure in 3D cell culture (Fig. 2G). On the other hand, MCF7 KD spheroids presented a breached basement membrane, with distinct projections indicating an invasive phenotype (Fig. 2G). Treatment of MCF7 KD cells with exogenous GSH attenuated this invasive behavior, indicating that elevated ROS levels contribute to notably enhanced malignant phenotypes in *NF2*/Merlin‐deficient cells. Thus, in the context of Merlin deficiency, elevated ROS configures an invasive phenotype.

### 3.3 Merlin‐deficient breast cancer cells display a dysfunctional antioxidant system

GSH is synthesized *de novo* in a two‐step reaction where the rate‐limiting step is mediated by glutamate‐cysteine ligase (GCL). GCL is comprised of the GCL catalytic (*GCLC*) and GCL modifier (*GCLM*) subunits [27, 28]. Expression of these two subunits was negatively impacted by Merlin deficiency (Fig. 1C,D) while restoring Merlin induced the expression of both genes (Fig 1E). Further, validation of *GCLC* and *GCLM* transcript levels showed that their steady‐state expression was downregulated in MCF7 KD (Fig. 3A,B, respectively), T47D KD (Fig. 3C,D, respectively), and MCF10AT KD (Fig. S3A,B, respectively) compared to their NT controls. Conversely, gene expression of both, *GCLC* and *GCLM*, was upregulated in SUM159 Merlin expressors (Fig. 3E,F) compared to SUM159 VEC, suggesting that Merlin impacts key determinants of the rate of GSH *de novo* synthesis.

**Fig. 3:**
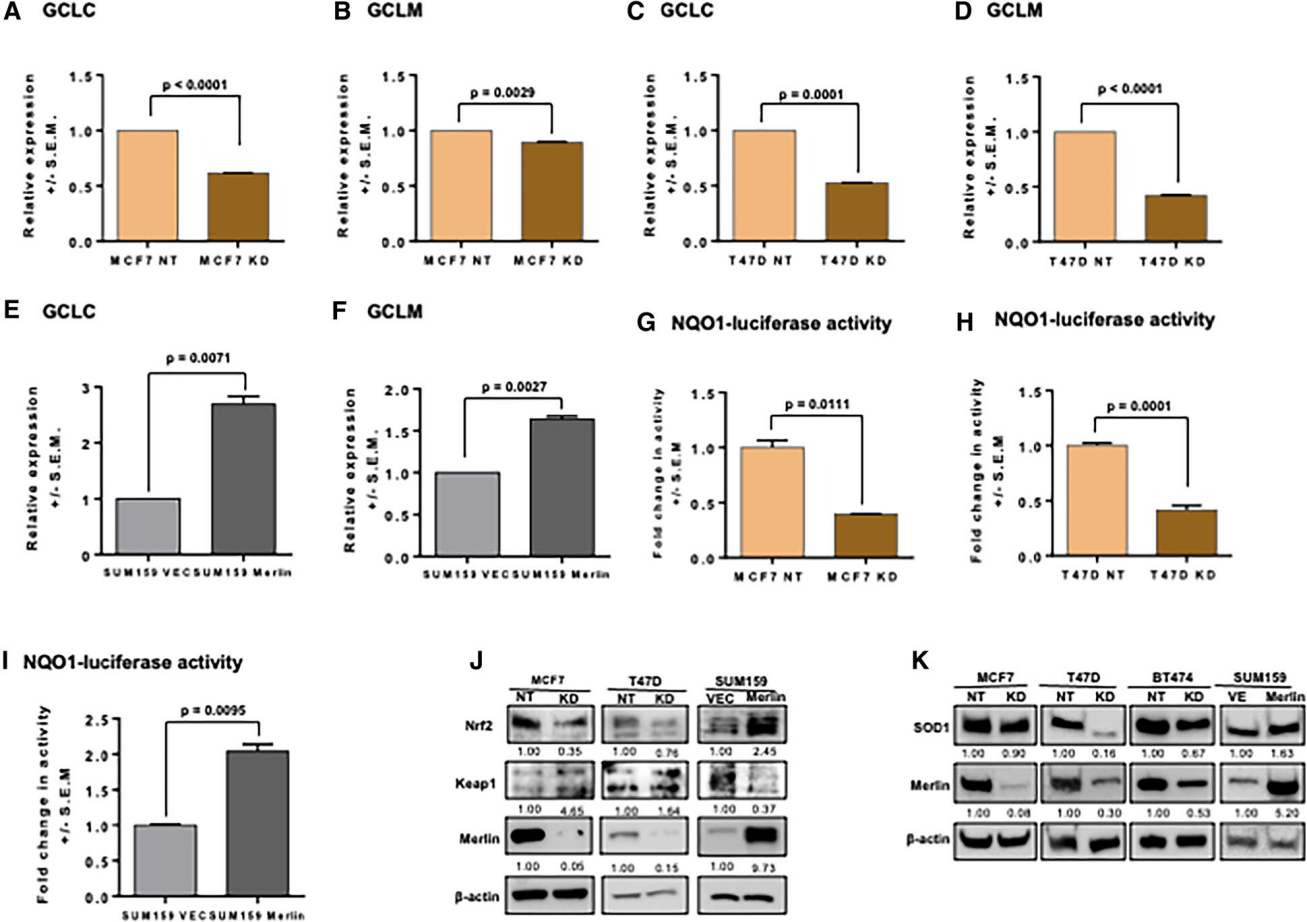
Merlin‐deficient breast cancer cells display a dysfunctional antioxidant system. Expression levels of *GCLC* and *GCLM* were decreased in MCF7 KD (A and B, respectively) (*P* < 0.0001 and *P* = 0.0029, respectively) and T47D KD (C and D, respectively) (*P* = 0.0001 and *P* < 0.0001, respectively) compared to their NT controls. In contrast, expression levels of *GCLC* and *GCLM* were increased in SUM159 Merlin (E and F, respectively) (*P* = 0.0071 and *P* = 0.0027, respectively) compared to SUM159 VEC. Nrf2 activity was measured by an NQO1‐driven Nrf2 luciferase assay which showed decreased activity in MCF7 KD (G) (*P* = 0.0111) and T47D KD (H) (*P* = 0.0001) compared to their respective NT controls; Nrf2 activity was increased in (I) SUM159 Merlin (*P* = 0.0095) compared to SUM159 VEC (*n* = 3 for each group). (J) Protein levels of Nrf2 were decreased while Keap1 increased in Merlin‐deficient cells compared to controls; the opposite was seen in the comparison between SUM159 Merlin and SUM159 VEC (*n* = 3 for each group). (K) SOD1 protein expression is decreased in *NF2*‐silenced breast cancer cells, MCF7 KD, T47D KD, and BT474 KD compared to their non‐target (NT) controls. In contrast, SOD1 is upregulated in SUM159 Merlin compared to SUM159 VEC. Error bars represent ± SEM. Student's *t*‐test was applied for statistical analysis. Band densitometry of immunoblotting is shown. β‐actin was used as loading control.

Both, *GCLC* and *GCLM* are *bonafide* transcriptional targets of the Nrf2 transcription factor. Nrf2 is a master regulator in cellular stress response and plays a key role in the activation of antioxidant and detoxification genes. We used an NQO1‐driven Nrf2 luciferase assay as a readout of Nrf2 activity [29]. Nrf2 activity was significantly reduced in MCF7 KD (Fig. 3G), T47D KD (Fig. 3H), and MCF10AT KD (Fig. S3C) cells compared to their respective controls; while SUM159 Merlin expressor cells supported upregulated Nrf2 activity (Fig. 3I). The protein levels of Nrf2 were aligned with the levels of Merlin (Figs 3J and S3D). Nrf2 is a substrate of Keap1 adaptor protein which assists in Nrf2 degradation via Cul3‐dependent ubiquitin ligase complex. *NF2*‐silenced cells showed elevated Keap1 expression compared to their controls (Fig. 3J) suggesting that attenuation of Nrf2 activity in conditions of Merlin deficiency may be caused by increased Keap1‐dependent Nrf2 degradation.

We see that the levels of SOD1, also an Nrf2 transcriptional target [30], are decreased in breast tumor cells deficient for Merlin in comparison to their respective controls; while SUM159 Merlin expressors support increased SOD1 levels (Fig. 3K). SOD1 mediates the conversion of superoxide ($O_{2}^{\cdot ‐}$) into hydrogen peroxide (H_2_O_2_) so it can be broken down into H_2_O in a GSH‐dependent enzymatic reaction. Decreased SOD1 levels also foster conditions that are permissive for accumulation of superoxide ($O_{2}^{\cdot ‐}$) in cells [31]. As such, reduced Nrf2 activity, decreased levels of *GCLC*, *GCLM*, and SOD1 cumulatively reflect a remarkable decrease in the antioxidant system, corresponding with an overall increase in cellular ROS in Merlin‐deficient cells.

### 3.4 Merlin deficiency upregulates proteins from the pro‐oxidative NOX family

In addition to a compromised antioxidant system, increased ROS accumulation could result from increased ROS generation. Among the pro‐oxidant‐associated genes detected in the gene expression array of Merlin‐deficient cells (Fig. 1C,D), NADPH oxidase 4 (NOX4), Dual oxidase 1 (DUOX1) and DUOX2 were of great interest because they belong to the NOX family which is recognized for its role in generating ROS. Thus, in order to confirm the impact of Merlin deficiency on the expression of NADPH oxidase enzymes, we evaluated the steady‐state transcript levels of NOX4, DUOX1, and DUOX2. Expression of all—NOX4, DUOX1, DUOX2—was upregulated in MCF7 KD (Fig. 4A–C) and T47D KD (Fig. 4D–F) cells compared to their control counterparts. Additionally, expression of NOX4 and DUOX2 was also increased in MCF10AT KD compared to NT cells (Fig. S4). Not just limited to tumor cells, we see that MEF *Nf2^−/−^* cells support elevated levels of NOX4 and DUOX2 (Fig. 4G–I) compared to MEF *Nf2^fl/fl^*. In contrast, SUM159 cells restored for Merlin showed a significant decrease in NOX4, DUOX1, and DUOX2 transcripts (Fig. 4J–L). The expression of NOX4, DUOX1, and DUOX2 proteins is largely consistent with the observed transcript levels (Fig. 4M). Overall, we see that expression of NADPH oxidase enzymes is increased in Merlin‐deficient conditions and re‐expression of Merlin reverses this trend.

**Fig. 4:**
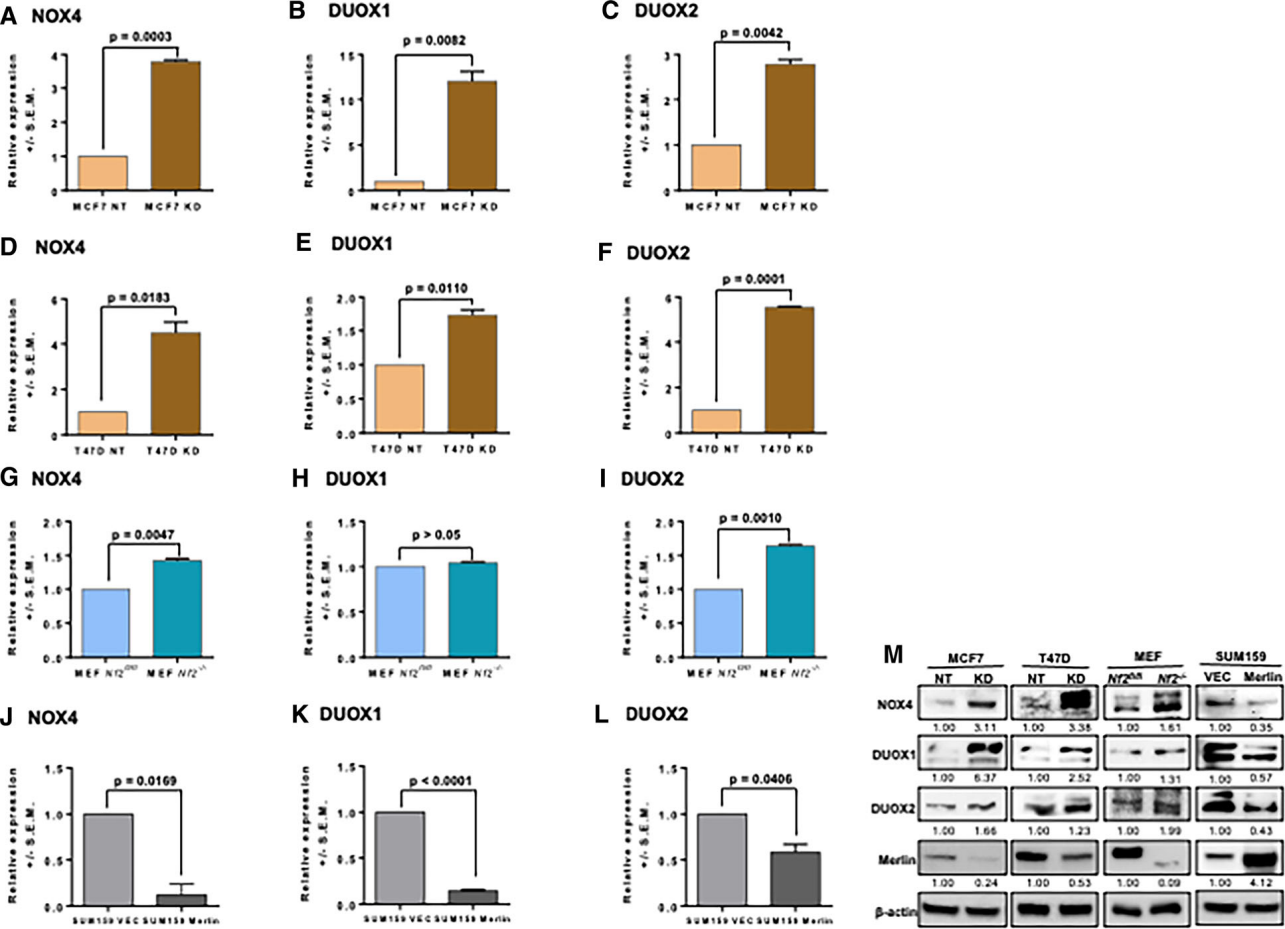
Merlin deficiency upregulates proteins from the pro‐oxidative NOX family. Gene expression of NOX4, DUOX1, and DUOX2 was upregulated in MCF7 KD (A) (*P* = 0.0003), (B) (*P* = 0.0082), (C) (*P* = 0.0042), respectively, and T47D KD (D) (*P* = 0.0183), (E) (*P* = 0.0110), (F) (*P* = 0.0001), respectively, compared to their NT controls. Expression of (G) NOX4 (*P* = 0.0047) was upregulated in MEF *Nf2^−/−^* compared to MEF *Nf2^fl/fl^*; however, no significant expression change was observed for DUOX1 (H) (*P* > 0.05). In contrast, DUOX2 (I) (*P* = 0.0010) was upregulated in MEF *Nf2^−/−^* compared to MEF *Nf2^fl/fl^*. Gene expression of NOX4 (J) (*P* = 0.0169), DUOX1 (K) (*P* < 0.0001), and DUOX2 (L) (*P* = 0.0406) was downregulated in SUM159 Merlin compared to SUM159 VEC (*n* = 3 for each group). (M) Validation of the levels of NOX4, DUOX1, and DUOX2 was assessed by immunoblotting. Error bars represent ± SEM. Student's *t*‐test was applied for statistical analysis. β‐actin was used as loading control. Representative immunoblot band densitometry is shown.

### 3.5 Genetically engineered oncogene‐driven Merlin‐deficient mammary tumors harbor elevated oxidative stress

In order to investigate the functional and mechanistic role of Merlin on mammary tumor development *in vivo*, we generated a *Nf2^fl/fl^* MMTV Neu mouse model and intraductally injected female mice with Cre‐expressing lentivirus to generate a mammary‐specific *Nf2* knockout mouse (*Nf2^−/−^* MMTV Neu+) (Fig. 5A). We confirmed *Nf2* deletion in the mammary gland by immunohistochemistry (IHC) that showed significantly reduced Merlin levels in *Nf2^−/−^* MMTV Neu + mammary glands compared to *Nf2^fl/fl^* MMTV Neu + mammary glands (Fig. 5B). The minimum residual amounts of Merlin in the *Nf2‐*deleted tissue are likely a consequence of mosaicism of Cre activity. 4‐hydroxynonenal (4‐HNE) serves as a surrogate indicator of oxidative stress in tissues [32, 33]. We stained these mammary glands for 4‐HNE. *Nf2^−/−^* MMTV Neu + mammary glands demonstrated remarkably increased staining for 4‐HNE residues compared to glands from *Nf2^fl/fl^* MMTV Neu + mice (Fig. 5B), recapitulating the *in vitro* impact of Merlin deficiency in the accumulation of ROS.

**Fig. 5:**
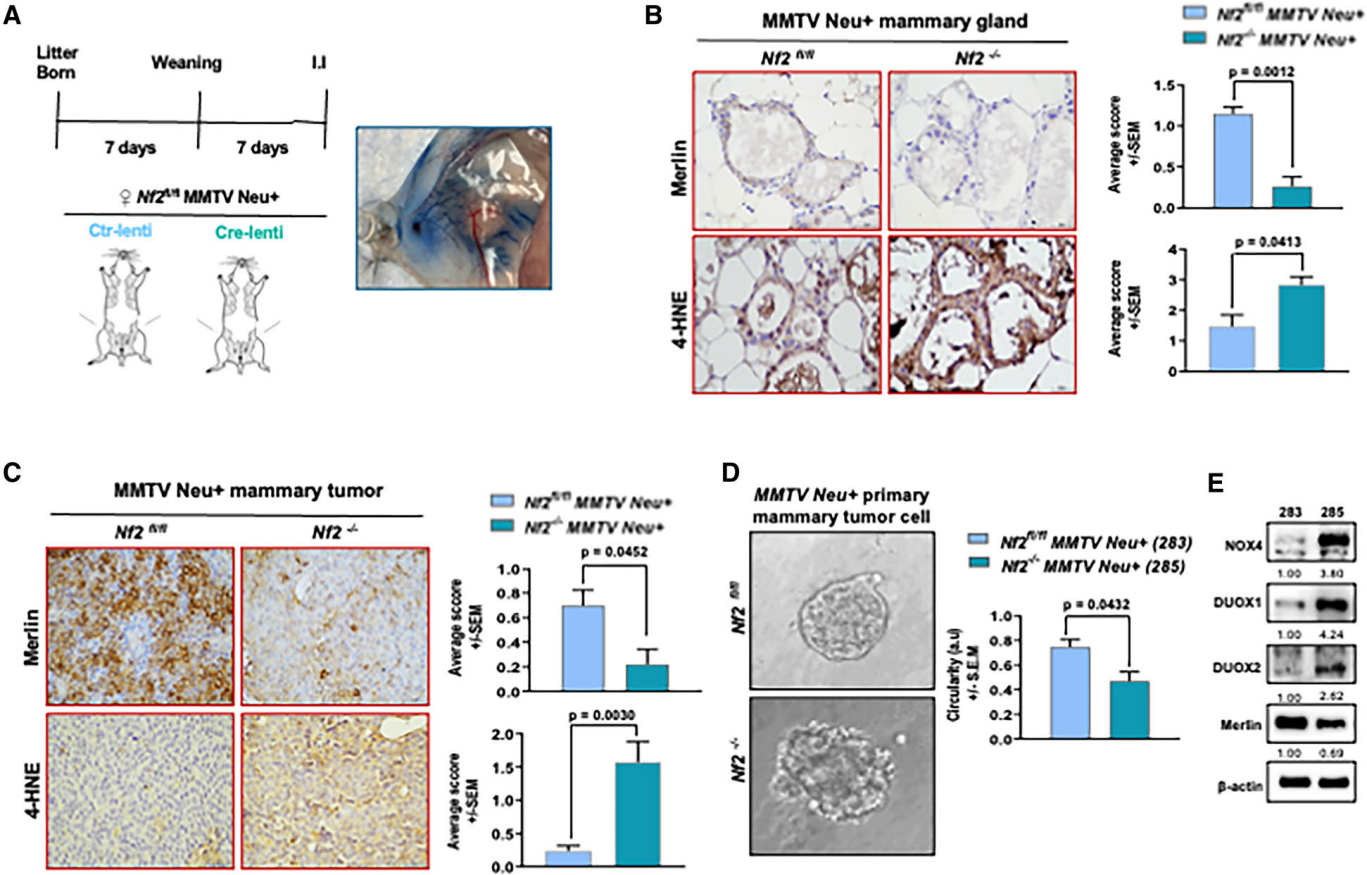
Genetically engineered oncogene‐driven Merlin‐deficient mammary tumors harbor elevated oxidative stress. (A) Pups of pregnant *Nf2^flfl^* MMTV Neu mice were weaned 7 days after birth, and the mice were intraductally injected (I.I) with vector‐control lentivirus (Ctr‐lenti) or Cre‐lentivirus (Cre‐lenti) in both 4th mammary glands 7 days postweaning to generate *Nf2^flfl^* MMTV Neu+ and *Nf2^−l−^* MMTV Neu + mice, respectively. I.I efficiency test with PBS with 0.2% Evans blue dye enabling the visualization of the ductal tree is shown. (B) Loss of Merlin and increased 4‐HNE staining are observed in mammary gland harvested from *Nf2^−l−^* MMTV Neu + compared to *Nf2^flfl^* MMTV Neu + by IHC; IHC score for Merlin (*P* = 0.0012) and 4‐HNE (*P* = 0.0413) is shown. Scale bar = 30 μm. Images representative of 4 different fields of each group (*n* = 2). (C) Mammary tumor tissue harvested from *Nf2^−l−^* MMTV Neu + showed lower levels of Merlin and increased 4‐HNE staining than *Nf2^flfl^* MMTV Neu+; IHC score for Merlin (*P* = 0.0452) and 4‐HNE (*P* = 0.0030) is shown. Scale bar = 30 μm. Images representative of 4 different fields of each group (*n* = 2). (D) 3D cell culture of primary mammary tumor cells harvested from *Nf2^−l−^* MMTV Neu + showed a very breached and disorganized structure compared to *Nf2^flfl^* MMTV Neu+. Circularity of the spheres is shown (*P* = 0.0432). Scale bar = 50 µm. Images representative of three different 3D‐culture organoids. (E) *Nf2^flfl^* MMTV Neu+‐and *Nf2^−l−^* MMTV Neu+‐derived primary tumor cells were immortalized and named 283 and 285, respectively; 285 cells had lower levels of Merlin and higher levels of NOX4, DUOX1, and DUOX2 than 283. Error bars represent ± SEM. Student's *t*‐test was applied for statistical analysis. β‐actin was used as loading control. Representative immunoblot band densitometry is shown.

In the *Nf2*‐deleted mammary glands, tumor latency was shorter ‐ at day 56, 50% of the mice in the *Nf2^−/−^* MMTV Neu + group were tumor‐free, while that mark was hit at day 74 for the control group (Fig. S5A). In addition, the level of Merlin in *Nf2^−/−^* MMTV Neu+‐derived tumor tissue was significantly lower than in the tumors derived from *Nf2^fl/fl^* MMTV Neu + mice (Fig. 5C), suggesting that faster tumor onset was attributable to *Nf2* deletion. In order to score the level of oxidative stress in the tumor tissues, we evaluated 4‐HNE staining. The intensity of 4‐HNE detection was significantly greater in *Nf2^−/−^* MMTV Neu+‐derived tumor tissue (Fig. 5C), indicative of an increased oxidative stress in these tumors that developed with shorter latency.

In order to evaluate the phenotype that these tumor cells would display in 3D, we evaluated the morphology of tumor‐derived organoids in 3D culture. *Nf2^fl/fl^* MMTV Neu+‐derived primary tumor cells formed spheroids with a defined, intact morphology and few projections. This was in stark contrast with *Nf2^−/−^* MMTV Neu + organoids that presented a breached, disorganized structure (Fig. 5D). We also established primary cell lines from *Nf2^fl/fl^* MMTV Neu+‐ (283) and *Nf2^−/−^* MMTV Neu+‐ (285) derived primary tumors. Interestingly, 285 showed notably higher levels of NOX4, DUOX1, and DUOX2 than 283 (Fig. 5E), further supporting that the expression of these pro‐oxidative proteins is regulated by Merlin.

## 4 Discussion

The role of ROS in cancer biology has been contentious. Basal levels of ROS are critical to relay signal transduction and maintain proper tissue function [34, 35]. However, distorted redox homeostasis during tumorigenesis as well as metastasis can be lethal. In order to avoid oxidative stress, tumor cells increase their antioxidant ability to prevent toxic accumulation of ROS [28].

Breast cancer patients with low‐Merlin expressing tumors manifested higher rates of distant metastasis‐free survival compared to patients with tumors having higher levels of Merlin (Fig. S5B). Our investigations have revealed that Merlin deficiency dysregulates the cellular redox management program, eliciting a markedly invasive phenotype in MEFs and breast cancer cells. This is also recapitulated in our mammary‐specific *Nf2*‐knockout mice, which presented with significantly accelerated development of invasive tumors.

Participating as a cofactor in antioxidant enzymatic reactions, GSH enables breakdown of H_2_O_2_ into nontoxic components [27, 36]. In Merlin‐deficient model systems, dysregulated ROS accumulation impacted an invasive cytoskeletal reconfiguration. Exogenous GSH mitigated the effects of Merlin deficiency, evident as decreased invasive potential of *NF2/*Merlin‐defective cells. These data established a role for elevated ROS in regulating malignant behavior in the context of Merlin deficiency and put the spotlight on the Nrf2 transcription factor.

Nrf2 homeostatic levels are regulated by ubiquitination and degradation mediated by KEAP1, an E3 ubiquitin ligase substrate adaptor. Under oxidative stress, KEAP1 is oxidized and undergoes a conformational change, releasing its repression on Nrf2 [16, 17, 37]. Breast tumor cells engineered for Merlin deficiency supported significantly diminished Nrf2 activity, marked by decreased levels of antioxidant regulators and effectors. Additionally, when Merlin levels are compromised, NOX4, DUOX1, and DUOX2 proteins were significantly elevated. These NOX enzymes actively generate ROS [34, 38, 39] and are upregulated in several types of malignancies including breast cancer [6, 40, 41, 42, 43, 44, 45, 46, 47]. Notably, oxidative stress resultant of NOX‐derived ROS is the main promoter of tumorigenesis, invasion and metastasis [9]. Our investigations have revealed that Merlin deficiency disables the redox management system. The redox production system is aberrantly activated simultaneous with an under‐functioning of the Nrf2 antioxidant system, leading to intensified oxidative stress. Oxidative stress aids in the formation of invadopodia during tumor cell invasion and migration by enabling cytoskeletal rearrangements, and by stimulating proteolytic degradation of ECM components [48, 49]. In a breast cancer model, tumor cells that survived hypoxia showed a ROS‐resistant phenotype that provided invasive and metastatic advantage [50]. We found that Merlin‐deficient cells are unable to effectively limit ROS accumulation, and also are resistant to and survive the resultant oxidative stress, with a remarkable invasive phenotype.

White *et al*. demonstrated that in cells harboring mutant Merlin, activation of YAP/TAZ programs a metabolic circuitry that enables growth and proliferation. In the absence of exogenous growth factors, *NF2*‐mutant tumor cells rely on YAP/TAZ‐signaling to maintain growth‐promoting signaling through engaging the activities of AKT and RTKs. Interestingly, they reported that YAP/TAZ function to limit mitochondrial respiration, prevent ROS buildup, and reduce oxidative stress cell death under nutrient stress such as glutamine deprivation [51]. We previously demonstrated that Merlin‐deficient breast cancer cells metabolically adapt toward aerobic glycolysis by co‐operatively engaging SMAD‐Hippo signaling [52]. Our current findings indicate that Merlin deficiency enables ROS accumulation—a contrast to the previous study that can be explained by several factors—our studies are centered on breast cancer cells that do not harbor mutations in *NF2* and are not conducted in nutrient‐limiting conditions. Additionally, NOX enzymes are well‐known producers of intracellular ROS. This suggests that the main source of generation of ROS in our system is not sustained by mitochondrial‐related activities. It also is likely that co‐operative activity of Hippo and SMAD signaling orchestrates a metabolism in nutrient‐replete conditions that is distinct from that in nutrient‐limiting conditions.

In the cell cortex, Merlin integrates extracellular cues and intracellular responses [1, 2, 3]. As such, its loss or deficiency enables the activation of several signaling pathways that converge upon unrestricted cell growth [53]. Many of these mechanisms can lead to elevated cellular ROS, which in turn, can aberrantly activate several signaling nodes [9, 54, 55]. Thus, it is unsurprising that a total Merlin knockout has an embryonic lethal phenotype. Our new mammary model of Merlin deficiency surmounts this limitation and uncovers a potential mechanism whereby Merlin keeps levels of ROS in check, suppressing mammary tumor formation and invasive behavior. The findings endorse a novel mechanism whereby Merlin restrains tumorigenesis and tumor progression.

## 5 Conclusion

In conclusion, we find that lack of normal Merlin function induces mismanagement of the cellular redox system, converging upon unrestricted cell growth and intensification of malignant attributes. Mechanisms of ROS management, represented by Nrf2‐related clearance functions and ROS generation associated with NADPH oxidase enzyme family, were altered in Merlin‐deficient breast cancer cells. This is also reflected in elevated levels of oxidative stress marked by 4‐HNE staining. The use of MEFs, a noncancerous cell system, evidences that the impact of Merlin deficiency reaches beyond breast cancer biology. The findings uncover a novel mechanism by which Merlin intersects with redox homeostasis in restricting malignant characteristics.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

MM, BM, RS, and LS designed the study and experiments. MM conducted the *in vitro* experiments. MM and BM conducted the *in vivo* experiments. DH acquired the MSigDB. HA acquired the clinical database. DC extracted and edited the RNA sequencing dataset. MM, BM, DH, HA, DC, RS, and LS analyzed and interpreted the results. MM and LS wrote the manuscript.

## Supporting information

**Fig. S1.** Merlin deficiency modulates a redox signaling signature. Click here for additional data file.

**Fig. S2.** ROS clearance attenuates migratory and invasion phenotypes in *NF2*‐deficient cells. Click here for additional data file.

**Fig. S3.** Merlin‐deficient breast cancer cells display a dysfunctional antioxidant system. Click here for additional data file.

**Fig. S4.** Merlin deficiency upregulates proteins from the pro‐oxidative NOX family. Click here for additional data file.

**Fig. S5.** Genetically engineered oncogene‐driven Merlin‐deficient mammary tumors harbor elevated oxidative stress. Click here for additional data file.

## Data Availability

The datasets for the RNA sequencing of the MEF cell lines have been deposited at the GEO under the accession number GSE157677.

How the deposited data were processed for this re-analysis (not part of the article)

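RNA from immortalized mouse embryonic fibroblasts was sequenced, with 3 libraries labelled MEF Nf2fl/fl and 3 labelled MEF Nf2-/-. The samples were mapped from their labels and the paper before the data were examined, as were the tests, the alternatives and the gene lists, apart from those named below as chosen later. The labels give the same replicate numbers and library marks (A, B and 2018) to both lines.

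The authors deposited a single table with 26231 genes and 6 libraries, whose values are taken as RPKM, reads scaled to exon length in kilobases and to library size. Libraries, sequencing and analysis were done by GENEWIZ, and the paper's text does not name the aligner, the counting tool, the genome build or the unit. The unit was worked out from the values. Each library's values sum to between 250088 and 263424, unlike CPM or TPM. Of the 26231 genes, 26033 have an exon length in GENCODE vM21 (GRCm38), and in each library 79.0% to 81.3% of the values of up to 20 reads are whole multiples of a single read once multiplied by that length. The step gives the number of reads per library, from 13462403 to 73093048. Whether a read or a pair was counted is not stated. No tolerance for a whole multiple and no share expected by chance are given here, so the unit and the depths are inferences. Very small values beside exact zeros are a mark of an estimate that splits shared reads, so genes with near-identical copies are uncertain.

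Values were set to log2(RPKM + 1), as in the paper's methods. Genes with at least 1 RPKM in at least 3 libraries were kept, 11067 in all, and tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust settings), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. No covariate was used, since the paper's methods name an unpaired test. Gene lists were tested with limma's camera with a preset correlation of 0.01, adjusted over 6 lists: glutathione transferase, antioxidant activity, actin cytoskeleton and motility, NRF2 target, NADPH oxidase and YAP/TAZ target genes. These lists were written by hand from general knowledge. Marker lists for macrophages, skeletal muscle and sex were also used. A list of 26 imprinted genes was written after the data were seen. The Reactome Metabolism set came with fgsea 1.28.0 and was tested with Fisher's exact test. The paper's own metabolism genes, drawn from KEGG and PANTHER, and its NetworkAnalyst step were not repeated here, and Fig. S1A and Fig. S2C were not used here. Coordinates and the share of 31-base stretches found in other genes come from GENCODE vM21. Figures were drawn with matplotlib 3.10.9.

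Genes are named by a rule: Nf2, every gene the paper names for MEFs, and, among genes past the threshold with a mean of at least 5 RPKM whose lines did not overlap, the 5 with the largest rise and the 5 with the largest fall, with members of the fixed lists past the threshold. Also named are the highest macrophage and muscle markers, Xist, imprinted genes past the threshold and genes that share sequence with a named gene. The highest markers and the imprinted genes were picked by their values. Any other gene is said to be chosen after its values were seen.

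Replicate numbers were checked for pairing. The deviations of same-numbered libraries from their line means correlated across genes at 0.552 for replicate 1, 0.819 for replicate 2 and 0.516 for replicate 3. Deviations in a line cancel out, so the difference of replicate 2 alone raises the values of replicates 1 and 3. MEF Nf2fl/fl replicate 1 correlated with the libraries labelled MEF Nf2-/- replicates 1 and 3 at 0.973 and 0.974. For MEF Nf2fl/fl replicate 3 these were 0.973 and 0.976. A pairing of replicates 1 and 3 is thus not settled. The main fit is unpaired, and the fit with the replicate number as a block is printed where it changes a call or a count by more than 1.5 times. No libraries were duplicates: the spread between libraries of the same line was 2.95 to 10.74 times the sampling noise. The depth differs between libraries, so genes with few reads are less precise in replicates 1 and 2 than in replicate 3.

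The alternatives were limma without trend and robust settings, quantile normalization, median centring, a pseudocount of 0.1, no filter, a filter of 5 RPKM, the replicate block, the 2018 mark as a covariate, each replicate number and each library left out, stricter and looser thresholds, other set tests and other rankings. Limma's voom on reads recovered from the RPKM steps, not rounded, was chosen after seeing the data. The alternatives written for count data were not run, because the table holds RPKM.

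The method was tested on simulated data for the same 11067 genes, with 200 genes changed by a log2 fold change of 1.5. With a batch difference as in the libraries, 86% of the changed genes were recovered without the block (0% of calls false) and 91.5% with it (2.66% of calls false). The simulated change was larger than the median of 1.17 in the genes past the threshold, and the noise was independent between genes. With the block the simulated calls rose from 172 to 188, but the real ones from 117 to 833. The simulation thus does not show what share of smaller changes was recovered. An exploratory fit was run before the technical tests were written down. Tests on results already seen are marked as such in the closing section.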

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

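The tests of library batches, of exchanged labels and of Nf2 transcripts were chosen only after the results were seen. The tests of other splits, chromosomes, gene length and GC content were written before their results were seen.

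Of the 117 genes past the threshold between the lines, 114 are not named in the paper's text or main figures. Fig. S1A, to which the paper points for these libraries, was not used here and may name some of them. Over all 11067 genes tested, 15.1% had lines that did not overlap. Chance gives 10% for libraries independent of each other, but same-numbered libraries deviated together, so 10% is no exact reference here. Several technical explanations can be weighed against the tables. Each replicate number holds a library of each line, so a difference between the numbers adds to both lines alike. With the replicate number as a block all 117 genes stayed past the threshold, but in this balanced design the block leaves each fold change as it is, so that test decides nothing about library batches. A gained or lost chromosome in a line would shift that chromosome's genes together. The largest chromosome median was a log2 fold change of 0.1345, on chromosome 6, which holds 7 of the genes, and chromosome 2 holds the most, 14. The chromosome 6 median lies close under the limit of 0.15 set for the test. This argues against a whole-chromosome change shared by all cells, not against one in a part of them. Removing each library's trend on exon length and GC content left 105 of the 117 genes past the threshold, and 121 genes passed in all.

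The number of splits limits the test of chance. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real split, gave as many genes past the threshold, and 1 as many higher, 1 as many lower and 1 as many Fig. 1B genes. The other 9 splits gave 0 genes, with 35 to 1838 genes at an unadjusted p under 0.05 against 1097 in the real split. The splits with 1393, 1838 and 1242 such genes each kept both replicate 2 libraries on the same side, and so follow the replicate number. Of the 4 splits that part all pairs, the others had 77, 35 and 54. With 10 splits the share cannot fall under 0.1, so this test alone excludes nothing. The line differences of the separate replicate numbers correlated across genes at 0.639 to 0.660, where libraries with no line difference would give correlations of either sign around 0. This goes against chance as the cause of the whole pattern, not for each gene. For the metabolism genes 1 of the 10 splits gave an excess as large, but the other splits had 0 genes past the threshold, so they could not show one.

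A difference caused by loss of Merlin stays among the open explanations, as untested. So do a divergence of these cultures during immortalization and transduction and an effect of Cre itself, since the design has 1 line of each kind.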

How the results depend on the processing

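The voom fit was chosen after seeing the data, and the other alternatives were set beforehand.

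The number of genes past the threshold (117, with 53 higher and 64 lower) stayed within 1.5 times under limma without trend and robust settings (131), quantile normalization (125), median centring (131), a pseudocount of 0.1 (121), an absolute log2 fold change of at least 1 (81) and voom on recovered reads (146, of which 113 are shared). It moved under the following settings. With no filter 9 genes passed (5 higher, 4 lower) and 26231 were tested, which enlarges the adjustment. The trend and robust settings were also refitted over the added genes with low values. The adjusted p of Ptgs1 from limma rose from 0.00392 to 0.0314, more than the larger number of genes alone can give. The share of each cause was not tested. With a filter of 5 RPKM 63 passed (27 higher, 36 lower), and the cause was not tested. With the 2018 mark as a covariate 62 passed (27 higher, 35 lower), and the cause was not tested. At an adjusted p under 0.01, 9 passed (5 higher, 4 lower), and at an unadjusted t-test p under 0.05, 1087 (537 higher, 550 lower), both by construction of the threshold.

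With the replicate block 833 genes passed (331 higher, 502 lower), Fig. 1B genes past the threshold rose from 3 to 5 and the metabolism odds ratio fell from 1.905 to 1.113, no longer past the threshold. The block removes the replicate differences from the error. Among single genes named here it also brought Hgf, Gsto2, Nqo1, Sod3, Gsta4, Mgst3 and Igf2 past the threshold. List members past the threshold rose from 0 to 3 of the glutathione transferase, 1 to 6 of the antioxidant, 0 to 10 of the actin, 0 to 2 of the NRF2 target and 1 to 7 of the YAP/TAZ target genes. Adjusted over the list alone, the number rose from 1 to 4 of the glutathione transferase, 2 to 6 of the antioxidant and 0 to 13 of the actin genes (6 at an unadjusted p under 0.05 without the block), from 5 to 11 of the YAP/TAZ target genes, and from 0 to 3 of the NRF2 target and 0 to 1 of the NADPH oxidase genes (0 of either at an unadjusted p under 0.05 without the block). It changed no other call among the results it was fitted for, which include camera and fry for the 6 fixed lists. The imprinted genes as a set, the set tests with an estimated correlation and the calls with no filter were not fitted with the block.

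The metabolism odds ratio stayed above 1 everywhere, but was past the threshold only as reported (1.905) and under limma without trend and robust settings, quantile normalization, a pseudocount of 0.1 and voom. It was 1.559 with median centring, 2.321 with no filter, 1.87 with a filter of 5 RPKM, 1.543 with the 2018 covariate, 1.816 with an absolute log2 fold change of at least 1, 1.299 at an adjusted p under 0.01 and 1.032 at an unadjusted t-test p under 0.05. The cause was not tested. Without replicate 1 or 3 it had no value, because 0 genes passed.

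Of the Fig. 1B genes, 1 passed with no filter, 1 at an adjusted p under 0.01 and 5 at an unadjusted t-test p under 0.05. Adjusted over the list alone, 11 passed with no filter and 3 with a filter of 5 RPKM, where fewer or more of them were tested. The number lower was 8 in every setting that gave it, but none of the 11 genes had lines that overlapped, so leaving out libraries or changing the model could not alter it, and quantile normalization, which leaves out filtered genes, gave none.

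Leaving out replicates, as a pair or as a single library, used fewer samples, and it can unbalance the replicate numbers. Over the 9 such fits the number of genes ran from 0 to 484 (0 to 207 higher, 0 to 277 lower). It was 0 without replicate 1 (578 at an unadjusted p under 0.05) and without replicate 3 (556), and 484 without replicate 2, which kept 116 of the 117 genes. The Nf2 log2 fold change ran from -0.03008 to 0.09111. The adjusted p of the lists ran from 0.001012 to 0.761 for glutathione transferase genes, from 0.02288 to 0.3999 for antioxidant genes, from 0.000835 to 0.7781 for actin and motility genes, from 0.04819 to 0.761 for NRF2 targets and from 0.009194 to 0.761 for YAP/TAZ targets. The lowest values for glutathione transferase, actin and YAP/TAZ genes came without MEF Nf2fl/fl replicate 2. The median of the glutathione transferase genes turned to 0.053 without the library labelled MEF Nf2-/- replicate 2, and outside these fits that of the antioxidant genes was 0.001 with a filter of 5 RPKM. The median of the actin genes changed sign in 4 of these fits, and that of the NRF2 targets, to 0.014, without the library labelled MEF Nf2-/- replicate 2. NADPH oxidase genes, among which no Nox or Duox gene was tested, stayed over the threshold (0.5011 to 0.9519). Fig. 1B genes past the threshold ran from 0 to 4, those in the bottom 100 from 1 to 3 and those in the top 100 from 0 to 1, since Tgfb2 left the top 100 in 7 of the 9 fits. In these fits the metabolism odds ratio ran from 1.013 to 2.311.

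These single genes reversed in some of the fits that left out replicates: Gstp1 (-0.07141 to 0.1342), Keap1 (-0.1091 to 0.129, and 0.000676 with voom), Sod1 (-0.1166 to 0.2307), Cat (-0.09543 to 0.3442), Gpx7 (-0.1257 to 0.5373) and Ptgs2 (-1.428 to 0.3663). Ptgs2 had a log2 fold change of -0.54 with all libraries and was lower in all 3 same-numbered pairs. It reversed without MEF Nf2fl/fl replicate 2 (0.366) and without the library labelled MEF Nf2-/- replicate 1 (0.119), which unbalances its high replicate 2 values of 144 and 94.8 RPKM. Over all settings, single genes kept their direction but were no longer past the threshold 85 times, kept it and newly passed 9 times, and changed direction 18 times. In the other 440 cases the direction and the side of the threshold were the same, whatever the size of the fold change.

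No list passed under fry or with an estimated correlation. Depth limits the genes with few reads: Adcy1 and Lepr rest on 1 read in a library.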

Differences from the paper's values

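The number of libraries per line was the paper's. The table of Fig. 1B names about 11 genes under downregulated pathways, read by eye, and 8 of them were lower here. Tgfb2, Adcy1 and Tlr1 were higher in all 3 libraries labelled MEF Nf2-/-, with log2 fold changes of 1.36, 0.28 and 0.15, the last pair from the fit with no filter. The lines did not overlap in any of the 11 genes, so leaving out libraries or changing the model could not alter the number lower.

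The paper lists Gsto2 and Hgf among the genes behind these pathways. They did not pass the threshold here (adjusted p = 0.0559 and 0.174 from limma). Both passed with the replicate block, when adjusted over the list alone and at an unadjusted t-test p under 0.05. Gsto2 also passed under limma without trend and robust settings, with a pseudocount of 0.1, and with voom, which was chosen after seeing the values. Hgf also passed without replicate 2 of both lines and without MEF Nf2fl/fl replicate 2. Gsta1, Apob, Adcy5, Adcy1, Lepr and Tlr1 were under the filter on low values. With no filter they did not pass over all genes, and they passed when adjusted over the list alone.

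The paper states that glutathione transferase and antioxidant signatures were lower and that a cytoskeleton and motility signature was higher in MEF Nf2-/-. The medians here were -0.226, -0.04 and 0.015, and the lists did not pass the threshold (adjusted p = 0.122, 0.122 and 0.614 from limma's camera). They passed only in some of the fits that left out a library or a replicate number. The paper states prominent alterations in metabolism pathways. The odds ratio here was 1.905 and passed only under the settings named in the part on processing.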

Other observations

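The tests of depth, of exchanged labels, of Nf2 transcripts and of imprinted genes were chosen only after the results were seen.

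Nf2 RNA was not lower in the libraries labelled MEF Nf2-/-. Labels exchanged within 1 of the 3 replicate numbers would turn that number's line difference against the others. The lowest correlation across genes between the line differences of the replicate numbers was 0.639, which argues against it. Labels exchanged in all 3 numbers cannot be told apart from correct labels, since the Nf2 log2 fold change of 0.033 orients neither line. Nox4 and Duox2, which the paper reports as higher in MEF Nf2-/- by another assay, are in the table but overlapped between the lines, so they do not orient them either. If they were exchanged, every direction given here would turn round. A transcript that lacks the deleted exons and stays stable may keep the whole-gene value near the control. The ratio of the means was 1.027, but there is no value per exon, so this also stays open. Merlin protein was not measured in these data.

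Actin cytoskeleton and motility genes were higher in replicate 2 of both lines than in replicates 1 and 3. Depth is an unlikely explanation: replicate 1 is about as deep as replicate 2, and the median log2 difference of the list between replicates 2 and 1 was 0.35, against 0.275 between replicates 2 and 3. After each library's trend on exon length and GC content was removed, the difference from the other replicates was 0.407, which argues against such a trend as the whole cause. Replicate 2 also had lower glutathione transferase genes (median -0.496, adjusted p = 0.000702 from limma's camera) and NRF2 targets (-0.368, 0.02005), and higher YAP/TAZ targets (0.238, 0.00145). Antioxidant (-0.108, 0.5995) and NADPH oxidase genes (-0.113, 0.801) did not pass. In all, 3386 genes passed. Culture state, such as cell density or time in serum-free medium, was not tested, and the library batch cannot be told apart from it, since each replicate number is a single batch.

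Other splits of the libraries bear on the lists between the lines. Of the 10 splits, the number with a camera p as small as the real split was 5 for glutathione transferase, 3 for antioxidant, 10 for actin and motility, 9 for NRF2 target, 5 for NADPH oxidase and 5 for YAP/TAZ target genes. With 10 splits the share cannot fall under 0.1. Splits that keep both replicate 2 libraries on the same side also carry the replicate 2 difference. That difference passed for glutathione transferase, actin, NRF2 target and YAP/TAZ target genes, so for these lists the counts cannot decide about chance.

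H19 was lower in the libraries labelled MEF Nf2-/-. A candidate explanation is a loss of expression across imprinted genes. Of a list of 26 imprinted genes written after H19 and Dcn had been seen past the threshold, 18 besides H19 were tested, with 10 lower and 8 higher and a median log2 fold change of -0.048. Dlk1 and Dcn passed the threshold. As a set their camera p was 0.0356, which met the criterion written for a fall, but fry gave 0.327 and the members went both ways, so the explanation was left open after the value was seen. Igf2, chosen after its values were seen, had a log2 fold change of -1.33 (adjusted p = 0.0666 from limma, 0.00286 with the replicate block).

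NRF2 target genes had a median log2 fold change of -0.147 (20 tested, adjusted p = 0.303 from limma's camera), NADPH oxidase genes 0.101 (2 tested, 0.753) and YAP/TAZ target genes 0.162 (20 tested, 0.200). Of these lists Tgfb2 passed. With the replicate block 2, 0 and 7 genes passed, and of the NADPH oxidase genes 1 had an unadjusted p under 0.05. Of the NADPH oxidase genes, Nox1, Nox4, Duox1 and Duox2 were under the filter on low values, so the set result does not cover them. The paper measured NOX4, DUOX1 and DUOX2 by another assay in these lines. It reports higher NOX4 and DUOX2 and no significant change of DUOX1. Here Nox4 was 0.158, 0.0560 and 0.270 RPKM in MEF Nf2fl/fl and 0.202, 0.116 and 0.263 RPKM in the libraries labelled MEF Nf2-/-, on 9 to 163 reads. Duox2 was at most 0.0432 RPKM, on 1.06 to 12.7 reads. The lines overlapped in both genes (exact permutation tests, two-sided, p = 0.7 for Nox4 and 0.8 for Duox2, where the smallest possible is 0.1). Duox1 was 1.02, 0.43 and 0.753 RPKM in MEF Nf2fl/fl. In the libraries labelled MEF Nf2-/- it was 1.24, 0.847 and 0.577 RPKM, and the lines overlapped there too (exact permutation test, two-sided, p = 0.6). Of the Fig. 1C genes 26 have a value, and 11 of them a mean under 1 RPKM. Gclc, Gclm, Nqo1, Sod1, Nfe2l2 and Keap1 did not pass (adjusted p 0.667 to 0.997 from limma), and Nqo1 passed with the replicate block (0.0464).

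Genes of other cell types were low. Of 12 macrophage genes 10 were under 1 RPKM in every library, and the highest was Cd68 at 8.10 RPKM. Of 10 skeletal muscle genes with a value 9 were under 1 RPKM, and the highest was Acta1 at 6.25 RPKM. Xist was between 22.4 and 31.7 RPKM in all 6 libraries.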
